A study of Mus musculus with 3 samples. Its data were reported in "Multiome-based identification of molecular markers for prospective identification of platelet-biased HSCs" (2026).

How the data were processed

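LT-HSCs of 24-month-old female mice were measured in 3 libraries of 1 pool of cells, for ATAC, gene expression and antibody tags. Per the file headers, the authors processed ATAC and gene expression with cellranger-arc 2.0.2 and its mm10 reference, which called cells jointly, collapsed duplicate read pairs to 1 line per fragment and shifted fragment ends for the transposase. The deposited values are counts with no normalization: fragments with their read pairs, reads, UMIs and genes per barcode, and antibody tag counts per cell. The antibody counts were made by the authors with CITE-seq-Count, whose version is not given in the sources used here. The deposited antibody table holds a subset of the called cells and a row of tags that matched no antibody. In the deposited list of antibodies, the entry for CD106 carries the descriptive name of another antibody, and the identifiers were used here.

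Cells were kept if called by the pipeline, with more than 3000 fragments in peak regions, more than 15% of fragments in peak regions, nucleosome signal below 4, TSS enrichment above 2 and at least 10 antibody tags. The filters on blacklisted regions and mitochondrial RNA were not used here. TSS enrichment compared insertions within 500 bp of a TSS with those in the outermost 100 bp of a window of 1000 bp on each side. Doublets were not removed. Cells with an excess of autosomal sites covered by 3 or more fragments of up to 900 bp, counted in 1 kb windows, were identified from a Poisson expectation (adjusted value below 0.01) and left out in an alternative.

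Genes came from GENCODE M21 (32047 genes on mm10), and older symbols were matched through synonyms, so that all 67 clone PLT and 62 clone MUL genes were found. Fragments were counted over each gene and 2 kb upstream and scaled by all nuclear fragments of the cells. Log2 ratios had 0.5 added to each count, and their intervals were exact conditional binomial intervals. Gene lists used genes with at least 20 fragments, and their medians were placed among 10000 random lists matched in 20 bins of fragment count. This percentile describes these libraries and is not a test. The S-phase list of 39 genes was written after the clusters had been seen, and leaves out Ccne2, E2f8 and Mcm6.

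Correlations were Spearman rank correlations across cells after linear removal of covariate ranks, given as descriptions. The chromatin score had 1 added to each sum and left out genes encoding an antigen. For clusters, 5 kb windows open in at least 1% of cells (127470 windows) were weighted by term frequency and inverse document frequency and reduced to 30 components. Component 1 was left out because it followed depth (correlation 0.990 with log fragments), and component 2 also did so (0.851). Leiden clustering used 20 neighbours, resolution 0.5 and seed 1.

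The genes named were fixed before the data were examined: the PLT and MUL panels of the study, the 12 genes encoding antigens, the 5 genes with the highest lower bound and the 5 with the lowest upper bound among genes with at least 200 fragments over both gates, and the 5 genes with the highest fold in each cluster among genes with at least 200 fragments there. Poisson counts with no spread between cells were simulated for 32047 genes at the depth of the gates. Changed genes had a fixed size of change, larger than the main value at any panel gene but Plek2. Over the 7278 genes with at least 200 fragments, 99.0% of changed genes were recovered and 95.8% of intervals held the true value. Of unchanged genes there, 4.14% had an interval that left out 0. The recovery holds for that size of change only, and all these shares cover counting error only.

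Alternatives tried were other cell filters (more than 1000 fragments or 30% in peak regions, at least 50 tags, no filter beyond the cell call, no cells with excess overlaps, no deepest 5% of cells), antibody scales (centred log ratio and residuals on the other antibodies), gates at tertiles or with P2X7R added, promoters of 1 kb on each side, scaling by promoter fragments, cells thinned to 6000 fragments (which left out 244 cells), a score from the panels, a random forest of 300 trees, and clusters at resolutions 0.25 and 1.0 or with components 2 to 15. The deepest 5% of cells were taken by either assay, which left out 259 cells. Components 3 to 30 and a split by CD274 alone were added after the data were seen. A value with no test was taken as unmoved if it stayed within its 95% interval, a correlation if it moved by less than 0.05, and a count if it stayed within 1.5 times. Label transfer from young cells and all RNA comparisons were left out, since the RNA matrix and the young cells were not analysed here. Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, statsmodels 0.14.6, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9.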

Results

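The data described long-term hematopoietic stem cells (LT-HSCs), the blood-forming stem cells with lasting repopulating capacity, sorted from the bone marrow of wild-type female mice aged 24 months. They were profiled by DOGMA-seq, an assay that reads accessible chromatin (ATAC), RNA and antibody tags from the same cell. The 3 libraries, 1 per assay, came from 1 pool of cells, so each group held 1 sample and no replicate spread could be measured. No test was run between groups of cells, because cells of 1 pool are not replicates. Intervals given here are exact 95% Poisson, binomial or conditional binomial intervals and cover counting error only. The ATAC library held 43706143 fragments over 612099 barcodes, of which 93.6% lay in the 4369 barcodes called as cells. The RNA library held 11497929 UMIs, of which 78.2% lay in called cells. The RNA matrix was not analysed here, and RNA enters only as totals per cell.

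Of the 4369 called cells, 3724 had antibody counts. All 3724 also passed the filters on ATAC fragments in peak regions, share of fragments in peak regions, nucleosome signal and enrichment at transcription start sites (TSS). Among the 645 called cells without antibody counts, 6 passed the same filters, and the median was 1810 ATAC fragments per cell. A minimum of 10 antibody tags removed 95 cells and left 3629. Kept cells had a median of 10300 ATAC fragments, 1978 RNA UMIs, 1202 RNA genes and 29 antibody tags. Their median share of fragments in peak regions was 67.6%, and their lowest TSS enrichment was 3.93. The antibody minimum moved the cell number most, since at least 50 tags left 363 cells. No cells were removed as doublets, and 274 cells (7.55%) with an excess of overlapping fragments were left out in an alternative.

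Antibody tags were counted for 12 surface proteins, and the kept cells held 114345 tags in all. CD274 (PD-L1) took 67.5% of them, with a mean count of 21.3 per cell (95% interval 21.1 to 21.4). CD61 (integrin beta 3) had a mean count of 3.76 (3.70 to 3.83) and CD357 (GITR) of 3.25 (3.20 to 3.31). For CD27 the mean count was 0.910 (0.880 to 0.942), and 56.5% of cells had at least 1 tag. The other antibodies had mean counts between 0.0231 for CD206 and 0.727 for MERTK. P2X7R had a mean count of 0.563 and was seen in 36.5% of cells.

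**Figure D1:**
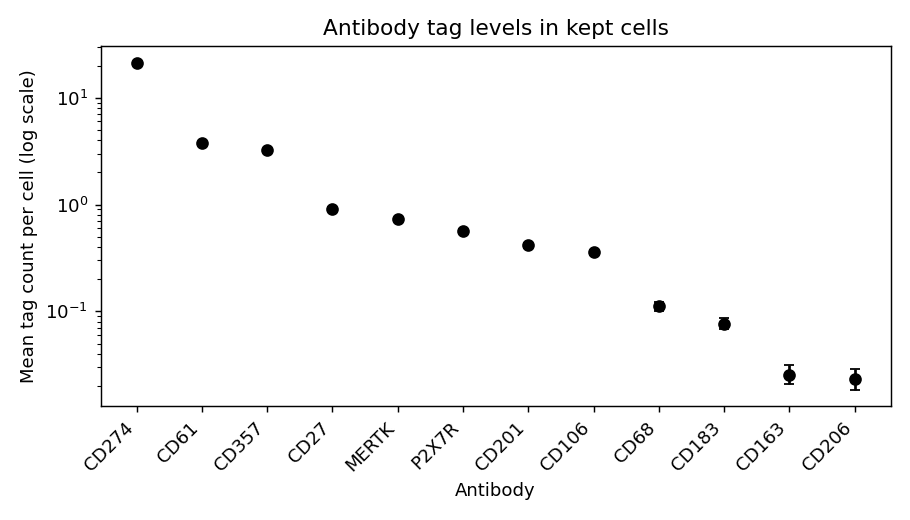
Mean tag count per cell on a log axis for each of the 12 antibodies over the 3629 kept cells, with exact 95% Poisson intervals as bars. CD274 stands at 21.3, CD61 at 3.76 and CD357 at 3.25, and the other antibodies lie below 1.

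The study proposed CD61 and CD274 as high and CD357 and CD27 as low on platelet-biased HSCs (PLT-HSCs), and the opposite on multi-lineage HSCs (MUL-HSCs). Whether the markers of one side rose together was described by rank correlations across cells, given the summed counts of the other antibodies. CD61 and CD274 had a rank correlation of 0.179, while CD27 and CD357 had one of 0.0246. The pairs across the sides were also positive, at 0.0596 for CD61 and CD27, 0.0235 for CD61 and CD357, 0.118 for CD274 and CD27, and 0.143 for CD274 and CD357, with a mean of 0.0861. Scaling by the centred log ratio within each cell moved that mean to -0.0459 and the CD61 and CD274 value to 0.0246. The study also normalised its antibody counts by a centred log ratio. Within each cell, that scaling divides each antibody by the others, so it lowers correlations by construction.

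The PLT gate took cells above the median count for CD61 and CD274 and at or below it for CD357 and CD27, and the MUL gate took the opposite. Median counts were 3 for CD61, 19 for CD274, 3 for CD357 and 1 for CD27. Because counts are whole numbers, ties at the median left 37.6% of cells high for CD357 and 22.7% high for CD27. The PLT gate held 342 cells, 9.42% of kept cells (8.49 to 10.4), against 10.7% if the markers were independent. In the MUL gate were 61 cells, 1.68% (1.29 to 2.15), against 2.39%. Observed over expected was 0.879 (0.792 to 0.972) for the PLT gate and 0.704 (0.540 to 0.902) for the MUL gate. Under the centred log ratio these ratios were 1.05 and 1.07, and the MUL-gated share was 6.70%.

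**Figure D2:**
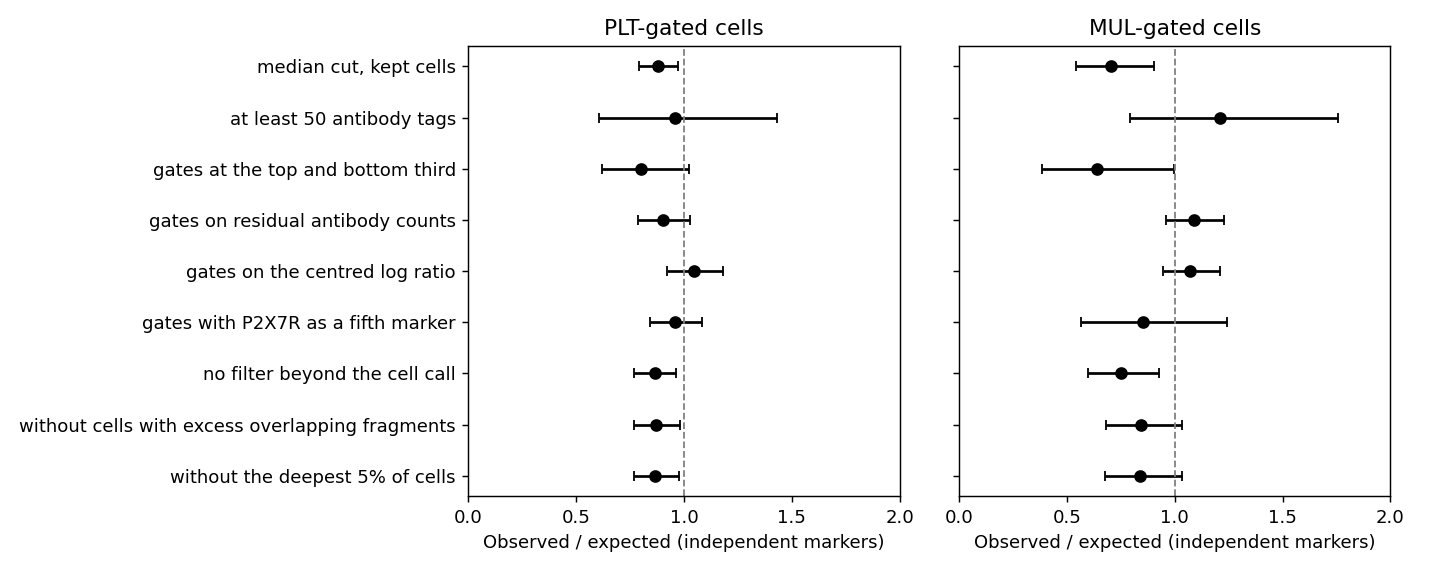
Cells in the PLT gate (left) and in the MUL gate (right) divided by the number expected from independent markers, under each setting, with bars from the exact 95% binomial interval of the share and a dashed line at 1. With the median cut the ratios were 0.879 and 0.704, and on the centred log ratio both lay above 1, at 1.05 and 1.07.

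PLT-gated, MUL-gated and other cells had similar depth in ATAC and RNA. Median ATAC fragments were 10113 in PLT-gated, 9784 in MUL-gated and 10316 in other cells, and median RNA UMIs were 1969, 1921 and 1978.5. Cells with an excess of overlapping fragments made up 7.31% of PLT-gated, 1.64% of the 61 MUL-gated and 7.69% of other cells. Antibody depth differed, with a median of 37 tags in PLT-gated and 26 in MUL-gated cells. CD274 supplies most tags and is itself gated, and the 8 antibodies outside the gate had mean summed counts of 2.39 and 1.90.

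Accessibility at named genes asked whether chromatin differed between the gates. Fragments over the gene and 2 kb upstream were summed over each gate, giving 3540755 nuclear fragments for PLT-gated and 600356 for MUL-gated cells. At Vwf (chromosome 6, 125546774 to 125686679, mm10), a protein-coding gene marking platelet-biased HSCs, the log2 ratio of PLT-gated over MUL-gated cells was -0.05 (-0.31 to 0.22), from 810 and 142 fragments. Restricting the count to the promoter moved it to -1.34, with an interval of -4.61 to 4.74 that allows no direction. Of the 13 genes in the panels of the study, only Crip2 (chromosome 12, 113140236 to 113145506) had an interval that left out 0, at -0.91 (-1.44 to -0.33) from 120 and 38 fragments. Crip2 was at -0.15 with gates on the centred log ratio and at 0.81 among cells with at least 50 tags. Plek2 had the highest value of the panels, 1.49, but from 41 and 2 fragments (-0.15 to 4.89). The remaining panel genes lay between -0.37 for Ctla2a and 0.53 for Cd27. Their differences were not detectable at this depth with the median gates. Under alternatives some intervals left out 0. With gates on residual antibody counts these were Pdgfc at 0.39 (0.05 to 0.73) and Ctla2a at -1.01 (-2.15 to -0.04), in the direction of their panels, and Sec16b at 0.40 (0.01 to 0.79), against it. Single further cases were Plek2 at 0.85 on the centred log ratio, Flt3 at 1.35 at tertiles, Neo1 at 0.43 with no filter beyond the cell call and Sec16b at 0.60 without cells with excess overlapping fragments. With cells divided by CD274 alone, Pdgfc was at 0.28 and Clec4d at 0.54.

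By the fixed rule, the 5 genes with the highest lower bound were Zfp668, Phf2, Arhgef26, Arf1 and Ccar1, and the 5 with the lowest upper bound were Tmem163, Wdr93, Plrg1, Ppa2 and Nup93. Zfp668 (chromosome 7, 127863047 to 127876828) had a log2 ratio of 1.24 (0.48 to 2.23) from 188 and 13 fragments. Tmem163 (chromosome 1, 127486546 to 127679548) had one of -0.80 (-1.18 to -0.40) from 248 and 73 fragments. These genes are the extremes of 7278 genes with at least 200 fragments, and in counts simulated at this depth 4.14% of unchanged genes had an interval that left out 0. The simulated counts had no spread between cells, so that share covers counting error only and may be larger in real cells. Zfp668 fell to -0.017 with gates on the centred log ratio, and Tmem163 rose to 2.11 among cells with at least 50 tags.

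Genes whose RNA differed between PLT and MUL clones in the study gave lists that do not depend on these libraries. Accessibility over such genes is not the ATAC signature that the study took from its clones. The clone PLT list had a median log2 ratio of 0.01 between gates, at percentile 65.3 of 10000 random lists matched on fragment count. For the clone MUL list the median was -0.11, at percentile 4.14. Counting only genes with at least 200 fragments put the clone PLT list at 0.13 (percentile 99.3) and the clone MUL list at -0.03 (percentile 37.7). With promoters only, the clone PLT list stood at 0.15 (percentile 98.2). Among cells with at least 50 tags the clone MUL list stood at 0.20. With gates on the centred log ratio the lists stood at 0.06 (percentile 94.7) and -0.10 (percentile 0.14), and with gates on residual antibody counts at 0.07 (percentile 96.4) and -0.07 (percentile 3.07). Marker lists lay within the central 95% of their random lists, at percentile 81.7 for the PLT panel, 47.5 for the MUL panel, 92.8 for megakaryocyte, 19.9 for erythroid, 52.8 for myeloid, 16.2 for B cell, 17.8 for T cell, 77.9 for HSC and 6.16 for S-phase genes.

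For each antibody, accessibility of the gene encoding its antigen was compared between cells high and low in that antibody, taken as near to the highest and the lowest 25% as tied counts allowed. For 7 of the 12 antibodies (CD68, CD106, CD163, CD183, CD201, CD206 and P2X7R) this set cells with at least 1 tag against all cells with none, from 71 against 3558 cells for CD163 to 1325 against 2304 for P2X7R. The log2 ratio was above 0 for 7 of the 12 genes, and every interval included 0. With residual antibody counts the intervals at P2rx7 (-0.16, -0.30 to -0.016) and Mrc1 (-0.24, -0.47 to -0.018) lay below 0. At Cd274 (chromosome 19, 29367455 to 29388095) it was 0.15 (-0.08 to 0.37), from 362 and 296 fragments. At Itgb3 (chromosome 11, 104608000 to 104670476), which encodes CD61, it was 0.06 (-0.09 to 0.20). Tnfrsf18 (chromosome 4, 156026164 to 156028895), which encodes CD357, had -0.23 (-0.66 to 0.20) from 80 and 110 fragments. Cd27 (chromosome 6, 125232622 to 125237010) and P2rx7 (chromosome 5, 122643911 to 122691432) both had 0.06. The widest departures were Cd163 at 0.51, from 14 fragments in the high cells, and Mrc1 at -0.54, from 19. The number above 0 ranged from 6, with residual antibody counts or at least 50 tags, to 8, without the deepest 5% of cells or without cells with excess overlapping fragments.

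The study ranked antibodies by how well they separated subtypes, and here they were ranked against a chromatin platelet score, the log2 ratio of fragments in clone PLT over clone MUL genes per cell. The study's subtypes were clusters labelled by ATAC signatures of the clones in young cells, and by label transfer in aged cells. The clone gene lists come from RNA differences, so this score is another measure and its ranking does not test the study's. A cell had a median of 44 fragments in the clone PLT genes and 29 in the clone MUL genes, so counting error in the score was large. Given depth, CD357 had the largest rank correlation in size, at -0.0803, followed by CD61 at 0.0662, P2X7R at -0.0386 and CD68 at -0.0374. CD27 had -0.0334 and CD274 had 0.0169, in places 5 and 8. Thus 2 of the 4 gated antibodies were among the top 4, and 3 were under 4 of the alternatives. A random forest with recursive elimination placed all 4 gated antibodies on top. The same forest placed a mean of 3.85 of them on top when the score was shuffled over cells, so its order carried little information on the score. CD357 moved to -0.00624 with promoters only and to 0.0772 among cells with at least 50 tags.

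Clustering on ATAC alone, with no antibody used, gave 4 clusters of 1264, 1144, 909 and 312 cells. The number depended on the resolution, with 1 cluster at 0.25 and 7 at 1.0. By fold over other cells, cluster 1 was led by Arhgap30, 4930438A08Rik, Cyp11a1, Zfp182 and Gm11574, and cluster 2 by Rasef, Unc5d, Gm26516, Gm32865 and Armh4. Cluster 3 was led by Gata1 (chromosome X, 7959260 to 7978071), AY036118, Gm42418, Gm26917 and Gm36264. AY036118, Gm42418 and Gm26917 lie side by side on chromosome 17, between 39843013 and 39848788, and share fragments where they overlap. They held 8833, 24103 and 28147 fragments in cluster 3, against 369 at Gata1. Blacklisted regions were not filtered here, so these counts are not read as accessibility of single genes. Cluster 4 was led by Gm19705, Gm11755, Il15, Csf1r and Rab27b. No cluster had 3 markers of one list among its leading genes, so the clusters kept their numbers. The HSC list stood at percentile 99.7 in cluster 4. The PLT panel stood at 0.16 (percentile 99.8) in cluster 2, at 0.20 (percentile 99.4) in cluster 4 and at -0.21 (percentile 0.15) in cluster 3.

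Antibody levels differed between ATAC clusters by more than counting error. Mean CD357 was 3.97 (3.86 to 4.08) in cluster 1 and 2.60 (2.504 to 2.692) in cluster 2, whereas mean CD61 was 3.57 (3.46 to 3.67) and 4.29 (4.17 to 4.42). Mean P2X7R was 0.741 in cluster 1 and 0.406 in cluster 2. The PLT-gated share was 7.83% (6.41 to 9.45) in cluster 1, 14.2% (12.2 to 16.3) in cluster 2, 5.94% (4.49 to 7.68) in cluster 3 and 8.65% (5.78 to 12.3) in cluster 4. MUL-gated shares were 1.82%, 0.962%, 2.20% and 2.24%, with overlapping intervals. Mean CD274 was lowest in cluster 3, at 17.2 (16.96 to 17.496), against 23.5 in cluster 1, 21.6 in cluster 2 and 23.2 in cluster 4. Clusters 2 and 1 were set against each other after their antibody levels had been seen. Between them, the clone PLT list had a median log2 ratio of 0.06 (percentile 99.8) and the clone MUL list one of -0.07 (percentile 0.01). In cluster 4 against all other cells the clone MUL list stood at 0.14 (percentile 100), and the clone PLT list lay within the central 95% of its random lists, at 0.05 (percentile 96.9). In cluster 3, with the lowest PLT-gated share, the clone MUL list was low, at -0.064 (percentile 0.41), and the clone PLT list stood at -0.023 (percentile 15.3). Clustering without cells that had an excess of overlapping fragments gave 3 clusters, in which mean CD357 ran from 2.98 to 3.23. The highest PLT-gated share was then 10.6% (7.16 to 14.96), with gates redrawn on the remaining cells and a share of 7.30% over all of them.

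**Figure D3:**
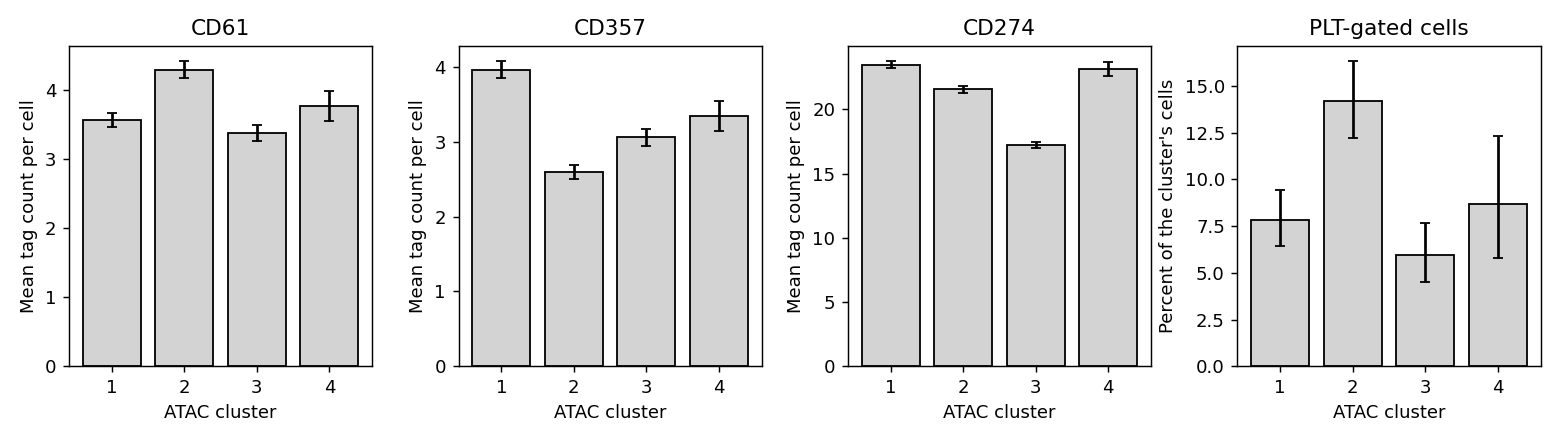
Mean tag count per cell of CD61, CD357 and CD274, and percent of cells in the PLT gate, for the 4 ATAC clusters, with exact 95% Poisson or binomial intervals as bars. Cluster 2 is highest in CD61 (4.29) and PLT-gated cells (14.2%) and lowest in CD357 (2.60), and cluster 3 is lowest in CD274 (17.2).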

Values the study reported

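By flow cytometry, the study reported that cells with the PLT-HSC surface phenotype rose from 10% of HSCs in young mice to 70% in mice of 24 months. In young cells, in silico gating on the top markers, P2X7R among them, was put at about 75% enrichment for each subtype. That calculation left out cycling HSCs and counted the intermediate clusters as platelet-biased. In the 24-month cells, the study found the same 4 markers on top of its own ranking, which used labels transferred from young cells. It described similar enrichment by gating there, and higher for PLT-HSCs. The PLT gate was also tested by transplanting single cells from young mice.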

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

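Both tests on chromosome Y were chosen after the result was seen, and the test on unmatched tags was set beforehand.

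The kept cells held 7607 fragments on chromosome Y, a signal in data outside the main measurement, although the mice were female. Male cells are argued against, since 1 fragment fell in 8 genes of the male-specific part. Sequence shared with chromosome X at the end of the chromosome is a candidate explanation, since 99.7% of the fragments lay beyond 90 Mb, between 90717525 and 90828968. No biological explanation was tested.

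The antibody library held 15768 tags in kept cells that matched no antibody, 12.1% of its tags, with a mean of 4.34 per cell. These tags enter no comparison of the report. Their rank correlation with the matched tags of the cell was 0.338, so they rose with antibody depth. The correlation was below the 0.5 set beforehand for depth as the cause, which leaves open how far depth accounts for them. No biological explanation was tested.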

How the results depend on the processing

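Clustering with components 3 to 30 and the split by CD274 alone were chosen after the data were seen, and all other alternatives before the data were examined. Of the values that answer a comparison, 84 stayed within their interval or tolerance under an alternative, 32 moved and 3 changed sign. Among single genes, antibodies and pairs these numbers were 389, 69 and 12. Unless a reason is given, the cause was not tested. No paired analysis was possible because each library type held 1 sample and no test was run.

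The gated shares moved under 8 alternatives. The PLT-gated share was 5.73% with residual counts, 6.53% with the centred log ratio, 6.53% with P2X7R added and 1.76% at tertiles. It was 6.06% with at least 50 tags, 7.79% with no filter beyond the cell call, 7.30% without cells with excess overlaps and 7.33% without the deepest cells. The MUL-gated share was 6.70% with residual counts, 6.70% with the centred log ratio, 0.744% with P2X7R and 0.524% at tertiles. It was 6.89% with at least 50 tags, 2.23% with no further filter, 2.65% without cells with excess overlaps and 2.61% without the deepest cells. Tertiles and an added marker narrow the gates by construction. The median CD357 count fell from 3 to 2 with no further filter, without cells with excess overlaps and without the deepest cells, so that 49.1%, 49.2% and 48.8% of cells were high for CD357 in place of 37.6%. Independent markers would then give PLT-gated shares of 9.02%, 8.38% and 8.45% in place of 10.7%.

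Asking for at least 50 tags left 363 cells, with 22 PLT-gated and 25 MUL-gated. There the correlation of CD61 and CD274 was 0.0210, that of CD274 and CD27 was -0.0329, that of CD274 and CD357 was -0.229, those of CD61 with CD27 and CD357 were 0.0623 and 0.0885, and the mean across the sides was -0.0277. Correlations with the chromatin score were 0.0772 for CD357, 0.0415 for CD27 and 0.113 for CD274. The clone MUL list stood at 0.20. Log2 ratios were 0.81 at Crip2, 2.11 at Tmem163, 0.12 at Nup93, -0.61 at Ccar1 and -0.66 at Phf2. A minimum on tags that are mostly CD274 selects on that antibody, and gates this small limit every log2 ratio.

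With the centred log ratio, the correlations were 0.0246 for CD61 and CD274, -0.0796 for CD27 and CD357, -0.0436 for CD61 and CD27, -0.109 for CD61 and CD357, -0.0111 for CD274 and CD27, and -0.0203 for CD274 and CD357, with a mean across the sides of -0.0459. Gates on that scale put Zfp668 at -0.017, and gates at tertiles put Arf1 at -0.062. These genes were chosen as extremes under the median gates.

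The clone PLT list rose to 0.13 with genes of at least 200 fragments and to 0.15 with promoters only. With promoters only, the correlation of CD357 and the score was -0.00624. The random forest placed 4 gated antibodies on top in place of 2. The number was 3 with no further filter, without cells with excess overlaps, without the deepest cells and with the score from the panels.

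The number of ATAC clusters was 1 at resolution 0.25, which allows no comparison of clusters, and 7 at resolution 1.0. The lowest PLT-gated share of a cluster was 1.25% at resolution 1.0 and 0.305% with components 2 to 15. The highest was 10.6% (7.16 to 14.96) without cells with excess overlaps, where clusters 1 and 2 were merged and the redrawn gates held 7.30% of all cells in place of 9.42%.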

Other observations

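Chosen after the results were seen were the tests of antibody depth for the MUL gate and for clusters 1 and 2, the depth of the cells with shifted chromosomes, the tests of local change in cells with a single shift and as the whole cause, and clustering with components 3 to 30.

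The PLT-gated share here was 9.42% of 3629 kept cells, with each antibody divided at its own median count. The value quoted from the study above is a share of HSCs by flow cytometry with other gates, so no direction is read between them.

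Both gates held fewer cells than independent markers would give, at 0.879 for PLT and 0.704 for MUL with median counts. The deficit was not seen under every alternative. The PLT ratio was 1.05 (0.921 to 1.18) on the centred log ratio, 0.960 (0.845 to 1.08) with P2X7R added, 0.802 (0.619 to 1.02) at tertiles and 0.960 (0.608 to 1.43) with at least 50 tags. The MUL ratio was 0.843 (0.679 to 1.03) without cells with excess overlaps, 0.840 (0.675 to 1.03) without the deepest cells, 0.854 (0.563 to 1.24) with P2X7R added and 1.21 (0.791 to 1.76) with at least 50 tags. Antibody depth per cell may contribute, since it moves all antibodies together. With residual antibody counts the MUL ratio rose to 1.09 (0.960 to 1.23), as depth predicts. Residuals on the other antibodies remove shared variation whatever its cause, so this rise does not single out depth. The PLT ratio with residual counts was 0.903 (0.787 to 1.03), an interval that includes both 1 and the unadjusted 0.879. For that gate depth cannot be told apart from a real deficit.

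CD357 was lower and CD61 higher in ATAC cluster 2 than in cluster 1, with log2 ratios of -0.61 (-0.68 to -0.55) and 0.27 (0.21 to 0.33). A difference in antibody depth would move both the same way. ATAC depth is argued against, since the CD357 ratio was at most -0.57 in each of 3 strata of depth. Doublets found by an excess of overlapping fragments are argued against in the same cells, since the ratio was -0.63 without them. At resolution 1.0, cells with such an excess made up 0% of the shallowest cluster and 12.4% of the deepest. Doublets that this count misses, in shallow cells above all, are therefore not excluded. The clusters themselves were less stable, since clustering anew without cells with excess overlapping fragments merged them, with a highest mean CD357 of 3.23. With components 3 to 30, mean CD357 still ran from 2.31 to 3.68. A hypothesis is that this axis of chromatin follows the platelet bias of the clones, whose lists moved apart between the same clusters (0.06 and -0.07). In cluster 3, which had the lowest PLT-gated share, the PLT panel was low (-0.21), which goes with it, and the clone MUL list was low too (-0.064), which goes against it. In cluster 4 the clone MUL list (0.14) and the PLT panel (0.20) were both high. Among the panel genes, Neo1 (0.40), Pdgfc (0.16), Flt3 (-0.22) and Ctla2a (-0.64) moved with it beyond counting error. Crip2 (0.19) moved against it, and at the other panel genes, Vwf (-0.01) among them, no difference was detectable. The genes encoding CD357 and CD61 did not follow their antibodies, with Tnfrsf18 at 0.23 (-0.16 to 0.63) and Itgb3 at -0.10 (-0.21 to 0.02). P2rx7 did follow P2X7R, at -0.34 (-0.47 to -0.22). Among the other antigen genes, only Cd68 (-0.41) and Mertk (0.19) had intervals that left out 0. The PLT panel stood at percentile 97.3 and the MUL panel at percentile 4.67. The hypothesis was found and examined in the same cells.

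S-phase genes were more accessible in cells low in CD274. Between the lowest and the highest 25% of cells by CD274, the S-phase list had a median log2 ratio of 0.09, at percentile 99.99 of its random lists, in a test set before its result was seen. Low antibody depth is argued against, since the percentile was also 99.99 with residual CD274 (median 0.11). The same list was at percentile 27.2 for CD357 and 93.0 for CD61, the other antibodies looked at. In cluster 3, lowest in CD274, the list stood above all its random lists (median 0.15, percentile 100). At resolution 1.0 the cluster of lowest mean CD274 (12.1) had the highest median RNA UMIs (2554). That cluster was also lowest in mean CD61 (2.57) and CD27 (0.695), though not in CD357 (3.44). It had the largest share of cells with excess overlapping fragments (14.0%). The S-phase list itself was written after the clusters had been seen. Cells in S phase may carry fewer CD274 tags per cell. Accessibility at these genes does not measure DNA synthesis, and cell size was not measured.

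The random forest placed all 4 gated antibodies on top. It may favour antibodies with many distinct counts, since with the score shuffled over cells a mean of 3.85 of the 4 were on top, and all 4 in 17 of 20 shuffles. The forest nonetheless separated cells with a high and a low score slightly, with an out-of-bag area under the curve of 0.558 against at most 0.543 when shuffled. The forest ranking on this score is therefore weak evidence for a panel of abundant antibodies, in these cells. Rankings on other labels were not tested.

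In 16 of the kept cells, 22 chromosome shares lay more than 6 robust standard deviations from the other cells, 9 as losses and 13 as gains. One cell accounted for 7 of them. The largest shifts in cells with a single shift were -1.07 on chromosome 12 and 1.16 on chromosome X on the log2 scale. When shifts were sought in one side of a chromosome, the other side followed in 47.2% (33.3 to 61.4) of 53, against 2.79% elsewhere. Without the cell with 7 shifts it followed in 56.4% (39.6 to 72.2) of 39, against 12.4% (10.4 to 14.6) where no shift was sought out in the same cells. Local gain or loss of fragments is thus argued against as the whole cause. A chromosome with both sides past the limit was counted on each side, and 1 cell could add several. These counts are therefore not independent, their intervals are too narrow, and the argument rests on the size of the gap. In the 15 cells with a single shift both sides moved in the same direction, which finding shifts over the whole chromosome favours. In 6 of them the stronger side alone would have been enough, and the weaker side followed in 100% (54.1 to 100), which argues against local change there. For shifts sought in one side, whether most are local stays open, since the interval around 47.2% includes 50%. Shallow depth may contribute in part, since the 16 cells had a median of 9454 fragments against 10286 in the others. It cannot account for the cell with 7 shifts, which had 45068 fragments. Nor can it account for the cells with a single shift and 20029, 13967, 12745, 10696, 10637 and 10632 fragments. The other cells with a single shift were shallower than the median of the others. No biological explanation was tested.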
